A study of Homo sapiens with 32 samples.

How the data were processed

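Small RNA libraries were analysed from 293T cells, a human embryonic kidney line that carries the SV40 large T antigen and is easily transfected. The 32 libraries came from 8 clones, 4 of wild-type genotype and 4 in which prime editing had removed codons 103 to 126 of DGCR8. Prime editing uses a nicking Cas9 fused to a reverse transcriptase, which writes a change encoded in the guide RNA into the genome. DGCR8 is the RNA-binding partner of the nuclease DROSHA, and together they form the Microprocessor, which cuts miRNA hairpins out of primary transcripts. The removed segment is the reported contact site of ERH, a small nuclear protein. Each clone was transfected with 4 short hairpin RNA (shRNA) vectors, 2 non-targeting and 2 against ERH, and sorted for the vector's fluorescent marker on day 5. Per the labels' protocols, 400 ng of total RNA were mixed with 4 reference small RNAs, and 100 ng of the mixture went into a QIAseq miRNA library.

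The deposited table gave read counts per library for 1513 miRNA precursor names and the 4 spike-in RNAs, with 1 column per library. The file header called the values total read counts of precursors, and they were whole numbers with different totals per column. The aligner, the annotation release, the genome build, the trimming and any use of the kit's molecular identifiers were not stated. If the identifiers were not used, amplification copies are among the counts, and counting error is then larger than the counts imply. Each row held both arms of a hairpin, and copies of a hairpin at several loci shared a row. This differed from the design written before the data were examined, which named mature arms: the single mir-16 row, fed by the 2 loci MIR16-1 and MIR16-2, replaced the arm-specific products of mir-16 as the denominator of the mir-15a and mir-15b ratios, and listed arms were replaced by their precursor rows. The rows mir-365a and mir-365b held nearly equal counts in every library (r of 1.00 across libraries) and were treated as uncertain. No row lacked a miRNA or spike-in name, and 0 columns were left without a sample. ERH mRNA and the DGCR8 edit were not analysed here, since the table covers miRNAs, so the labels were not checked against the targeted genes.

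Library totals over miRNA rows ran from 1318923 to 6222790 counts, with a median of 2299476.5, and spike-in totals from 9139 to 33090. The first spike-in supplied 92.6% of all spike-in counts. Chi-square tests of the 48 pairs of libraries within groups gave at least 91.3 per degree of freedom, so no library was treated as a copy of another.

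The clone was the replicate. Counts of the 2 shRNA libraries of an arm were summed per clone, giving 16 sums. Differences were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test (glmQLFit and glmQLFTest) after filterByExpr and TMM scaling over miRNAs, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. Knockdown was fitted with the clone as a block, genotype as 4 against 4 clones, and the interaction over all 16 sums with the clone as a block. CPM values were TMM-scaled, with a prior count of 2 on the log2 scale. The pairing comes from the labels, which give each clone all 4 vectors. As a check, deviations of a clone's control and ERH sums from their group means were correlated over miRNAs, and r lay between 0.42 and 0.86 in the 8 clones. Log2 ratios per clone were tested by exact permutation, two-sided, over 70 arrangements of the genotypes or 256 sign flips of the within-clone differences. Their smallest possible p-values are 0.0286 and 0.00781, while the 16 sign flips of 4 clones cannot go below 0.125.

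Sets were tested against the other miRNAs with camera (limma 3.58.1, preset correlation 0.01), and against no change with fry. A miRNA was called clustered when its hairpin lay within 10 kb of another expressed miRNA's hairpin on the same strand. Hairpin positions, hosts and GC content came from GENCODE release 29 (GRCh38), in which 1454 rows matched a hairpin gene and 118 of these had several loci. This build is not stated to be the one behind the counts.

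Named miRNAs followed a rule fixed before the data were examined: up to 5 in each direction with the largest absolute log2 fold change for the knockdown in all clones, the deletion under control shRNAs and the interaction. They needed an adjusted p under 0.05, a mean of at least 10 CPM, and the same sign in every clone or no overlap between genotypes. A fixed list of 9 precursors was added, with the list mir-15a, mir-15b, mir-16, mir-451a, mir-144, mir-181a, mir-181b, mir-1306 and mir-3618. A list of hairpins that bypass the Microprocessor held mir-320a, mir-484, mir-877, mir-1224 to mir-1229 and mir-1236 to mir-1238, which are mirtrons or capped precursors. Its 4 tested members were mir-320a, mir-484, mir-877 and mir-1226.

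Alternatives fixed beforehand were DESeq2 1.42.0, scaling by spike-in or by total miRNA counts, no filter or a mean of at least 100 counts, each library as its own sample, no replicate block, single shRNAs, 1 fit over all groups, other cluster distances of 1 and 50 kb, pseudocount 1, other spike-in combinations and leaving out each clone. Correction for hairpin GC content, thinning to the shallowest sum, removal of the 10 most abundant miRNAs and summing of rows with the same miRNA number were added after the data had been seen. Other groupings of the samples were fitted, at most 100 per comparison.

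Each step was tested on simulated counts drawn from the real means, library sizes and dispersions, with 200 miRNAs changed by 1 on the log2 scale. Of the changed miRNAs past the filter, the knockdown design recovered 112 of 195 over 655 rows, with 5 false calls. The genotype design recovered 67 of 171 over 578 rows with 3 false calls, and the interaction 1 of 196 over 651 rows with 0. In these simulated counts the interaction test thus had little power for changes of this size. In the real sums the control and ERH deviations of a clone were correlated, with r between 0.42 and 0.86. Differences between clones that enter a simulation as unpaired noise cannot be removed by the clone block. The numbers recovered by the knockdown and interaction designs may therefore understate the power in the real, paired sums. A simulated lowering of clustered miRNAs by 0.50 was estimated at -0.49 over 640 rows. A simulated GC trend alone gave 257 calls without the correction and 0 with it, over 667 rows.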

Results

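Small RNA was sequenced from 8 clones of 293T cells to measure miRNA levels after removal of the reported ERH contact site of DGCR8, after ERH knockdown, and after the combination. The removed codons 103 to 126 (24 codons, 72 bases) lie in exon 2 of DGCR8 at chromosome 22, 20086270 to 20086341 (GRCh38). Wild-type clones were numbered 52, 55, 57 and 67 and deletion clones 30, 34, 42 and 43. Each clone gave 4 libraries, from control shRNA 1, control shRNA 2, ERH shRNA 1 and ERH shRNA 2, so that the 32 libraries formed 8 groups of 4. Libraries held between 1318923 and 6222790 miRNA counts, and between 683 and 884 of the 1513 miRNA rows had a count. The single mir-16 row took a median of 17.3% of a library. The 10 most abundant rows took a median of 56.7%.

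The first principal component of log2 CPM (TMM-scaled counts relative to library size) over 314 miRNAs held 35.4% of the variance. Wild-type libraries with control shRNAs lay between -15.3 and -8.24 on it. Deletion libraries with control shRNAs lay between -0.30 and 4.40, and wild-type libraries with ERH shRNAs overlapped them, at -0.80 to 3.52. Deletion libraries with ERH shRNAs lay farthest from the wild-type controls, between 4.82 and 9.65. On the second component (15.1%) the 4 libraries of clone 57 lay apart, between -11.0 and -9.23, and the other 28 between -5.33 and 5.36.

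**Figure D1:**
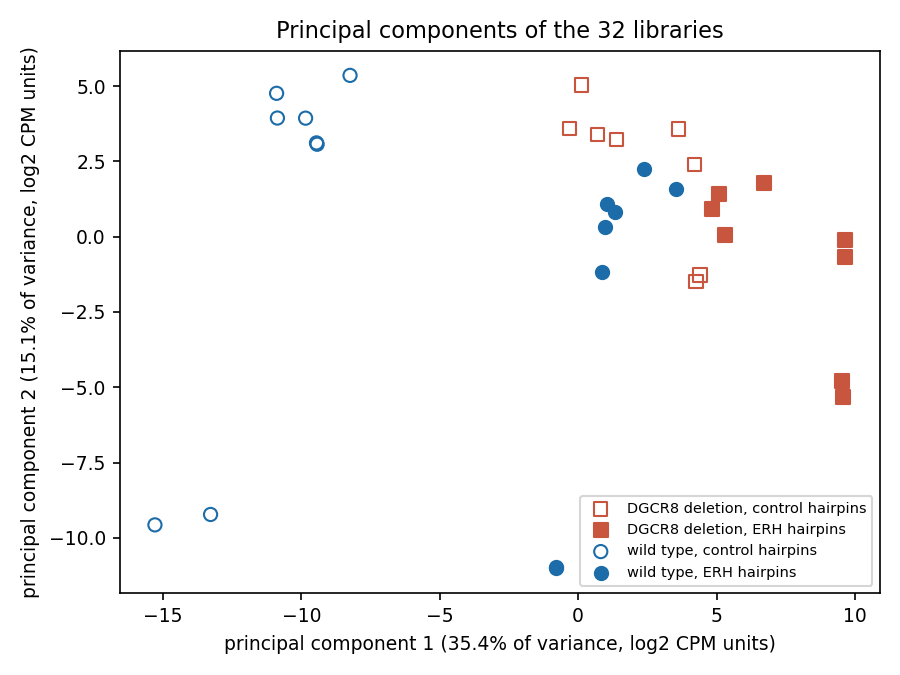
Principal components 1 (horizontal) and 2 (vertical) of the 32 libraries, in log2 CPM units, where circles are wild-type and squares deletion clones, open symbols control and filled symbols ERH shRNAs. Wild-type control libraries sit at -8.24 or below on component 1, and every other library at -0.80 or above.

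Spike-in RNA was added to a fixed amount of total RNA, so the ratio of miRNA to spike-in counts addressed whether the total miRNA content changed. The log2 ratio under control shRNAs was 7.02 ± 0.30 (SD, n = 4) in wild-type and 7.03 ± 0.53 (SD, n = 4) in deletion clones, a difference of 0.01 (exact permutation test, two-sided, p = 1.00, adjusted p = 1.00 over 12 tests). Without clone 30 this difference was -0.22. Under ERH shRNAs it was 7.29 ± 0.45 (SD, n = 4) in wild-type and 7.13 ± 0.14 (SD, n = 4) in deletion clones (exact permutation p = 0.514). The knockdown changed the ratio by 0.19 ± 0.48 (SD, n = 8), upward in 5 of 8 clones (exact sign-flip permutation p = 0.305, adjusted p = 0.471). No detection limit was computed for this ratio, so a small change in total miRNA content is not excluded.

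The effect of ERH knockdown was tested within the 8 clones. Of 667 miRNAs tested, 134 were higher and 110 lower with an adjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). The same sign in all 8 clones was seen for 129 miRNAs, or 19.3%, against 0.78% by chance. The count fell to 37 without the clone block, the alternative that moved it most, and to 159 without clone 55. Scaling moved the balance. With spike-in scaling the median log2 fold change of all miRNAs was 0.52 instead of 0.06, and 233 were higher and 22 lower. With total miRNA scaling the median was 0.33, and 210 were higher and 36 lower. The GC correction gave 105 higher and 133 lower. Directions below are therefore relative to the TMM scale.

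Among miRNAs chosen by the rule, the lower side held mir-212, mir-192, mir-7974, mir-15a and mir-449c. The row mir-192 (chromosome 11, 64891137 to 64891246, in an exon of the lincRNA MIR194-2HG) fell from 3460 ± 670.4 to 893 ± 273 CPM (SD, n = 4) in wild-type clones and from 2384 ± 1479 to 656 ± 300.2 CPM (SD, n = 4) in deletion clones. Its log2 fold change was -1.95 ± 0.12 (SE, adjusted p = 5.16e-12 by edgeR). The row mir-15a (chromosome 13, 50049119 to 50049201, in an intron of DLEU2) fell from 3014 ± 1014 to 1036 ± 106 CPM (SD, n = 4) in wild-type and from 2884 ± 536 to 785 ± 191 CPM (SD, n = 4) in deletion clones, with a log2 fold change of -1.75 ± 0.13 (SE, adjusted p = 6.12e-10 by edgeR). The less abundant rows mir-212, mir-7974 and mir-449c had log2 fold changes of -2.01, -1.82 and -1.57. On the higher side, mir-4504, mir-3187, mir-1285, mir-3176 and mir-3157 had log2 fold changes between 1.22 and 1.25. The row mir-3157 (chromosome 10, 96064315 to 96064399, in an intron of ENTPD1-AS1) rose from 37.9 ± 8.29 to 123 ± 27.5 CPM (SD, n = 4) in wild-type clones. In deletion clones mir-3157 rose from 94.8 ± 33.2 to 176 ± 62.7 CPM (SD, n = 4). The others had means between 15.3 and 55.9 CPM, and mir-1285 has 2 loci. Without the clone block mir-4504, at 1.10, was no longer past the threshold. None of these 10 reversed under the alternatives run.

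Each ERH shRNA was also tested alone, because an effect of 1 shRNA can be off-target. ERH shRNA 1 gave 109 higher and 96 lower miRNAs of 655, and ERH shRNA 2 gave 99 higher and 78 lower of 657. The count for shRNA 1 was 131 without clone 52 and 129 without clone 55. With spike-in scaling the splits were 242 and 21 for shRNA 1, and 145 and 21 for shRNA 2. Total miRNA scaling gave 197 and 41, and 153 and 28. The GC correction gave 88 and 120, and 74 and 87. Set against separate control libraries, the 2 effects correlated across 667 miRNAs, which are not independent replicates, with Pearson's r of 0.72 and Spearman's rho of 0.69. In 100 draws simulated without any effect, from clone means and fitted dispersions alone, r lay between -0.09 and 0.12. Control shRNA 2 against control shRNA 1, the background, gave 0 of 571 miRNAs past the threshold and 48 at an unadjusted p under 0.05.

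Knockdown was then tested within each genotype. In wild-type clones 128 miRNAs were higher and 64 lower, of 613. In deletion clones 27 were higher and 38 lower, of 633. Without the clone block these counts were 94 and 13 in total. Of the 190 wild-type calls tested in both genotypes, 177 had the same sign in deletion clones (93.2%), and 49 passed the threshold in both, all in the same direction. Without clone 55 or 57 the wild-type count was 126 or 112. The deletion-clone count was 30 without clone 30, 38 without clone 42 and 119 without clone 34. With spike-in scaling 170 were higher and 11 lower in wild-type clones, and 85 and 17 in deletion clones. With total miRNA scaling these were 184 and 27, and 86 and 23. The GC correction turned the balance the other way in wild-type clones, with 72 higher and 112 lower, and gave 25 and 43 in deletion clones.

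The deletion was compared with wild type under control shRNAs, which asks what the missing segment does while ERH is present. Of 536 miRNAs, 101 were higher and 38 lower (edgeR, adjusted p under 0.05). The genotypes did not overlap for 159 miRNAs (29.7%, against 2.86% by chance). Control shRNA 2 alone gave 35 calls, and the count without clone 34 was 83. With spike-in scaling 134 were higher and 0 lower, with 178 at an unadjusted p under 0.05, and the median shifted from -0.03 to 0.42. With total miRNA scaling 154 were higher and 4 lower at a median of 0.39. After the GC correction 52 were higher and 60 lower. The balance of higher and lower miRNAs thus depended on the scaling.

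By the rule, the higher miRNAs were mir-581, mir-3611, mir-3145, mir-3942 and mir-7851, with log2 fold changes between 1.80 and 2.01 and means between 10.5 and 23.3 CPM. All 5 lie in introns of protein-coding genes (ARL15, CUL2, NHSL1, DPH6 and ZCRB1). After the GC correction mir-3611 and mir-3145 no longer passed the threshold, at log2 fold changes of 0.73 and 0.90. With control shRNA 1 alone mir-3942, and with control shRNA 2 alone mir-3611, mir-3942 and mir-7851, did not pass it either. The lower miRNAs were mir-187, mir-217, mir-1306, mir-204 and mir-4458, between -1.66 and -1.06, and none of them passed the threshold under spike-in scaling. The mir-204 call was also lost without clone 34, 42, 43, 52, 57 or 67, and the mir-4458 call without clone 30, 34, 43, 57 or 67. The row mir-187 (chromosome 18, 35904818 to 35904926, in no annotated host) was at 590.1 ± 312 CPM (SD, n = 4) in wild-type and 207 ± 74.4 CPM (SD, n = 4) in deletion clones. The row mir-1306 lies in DGCR8 itself, in exonic sequence at chromosome 22, 20086058 to 20086142, and its hairpin ends 127 bases upstream of the removed codons. It was at 86.1 ± 25.5 CPM (SD, n = 4) in wild-type and 32.2 ± 7.66 CPM (SD, n = 4) in deletion clones, a log2 fold change of -1.53 ± 0.30 (SE, adjusted p = 0.00796 by edgeR). The other hairpin of the DGCR8 transcript, mir-3618 (20085746 to 20085833), was at 38.1 ± 8.97 and 24.3 ± 7.02 CPM (SD, n = 4), a log2 fold change of -0.77 ± 0.31 (SE, adjusted p = 0.0837 by edgeR).

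Under ERH shRNAs the deletion clones differed from wild type in 0 of 569 miRNAs at an adjusted p under 0.05 and in 87 at an unadjusted p under 0.05. Adjusted over the fixed list alone, mir-1306 and mir-181b passed. The interaction, which asks whether the knockdown effect differed between genotypes, gave 0 of 667 past the threshold and 127 at an unadjusted p under 0.05. Between 0 and 52 miRNAs passed in the alternatives, with 52 when each library was its own sample, 35 without clone 52 and 3 without clone 67. Adjusted over all miRNAs, single miRNAs were therefore not shown to respond differently in the 2 genotypes in the fit chosen beforehand. Adjusted over the fixed list alone, mir-15b passed. The rule named no miRNA for the interaction.

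The deletion effect under control shRNAs and the mean knockdown effect over all 8 clones were compared across 536 miRNAs. Pearson's r was 0.69 and Spearman's rho 0.71 across miRNAs, which are not independent replicates. It exceeded the r of each of the 34 other splits of the clones (exact permutation p = 0.0286, the smallest the 35 splits can give), of which the next largest reached 0.65 in absolute size. With separate control libraries for the 2 effects r was 0.61. Of the 230 knockdown calls tested in both comparisons, 213 (92.6%) had the same sign in the deletion effect. From mean log2 CPM per split this share was 93.0% for the real split of the clones. The largest of the other 34 splits gave 91.7% and their median was 67.6%, so the share by itself hardly sets the genotypes apart from other splits.

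**Figure D2:**
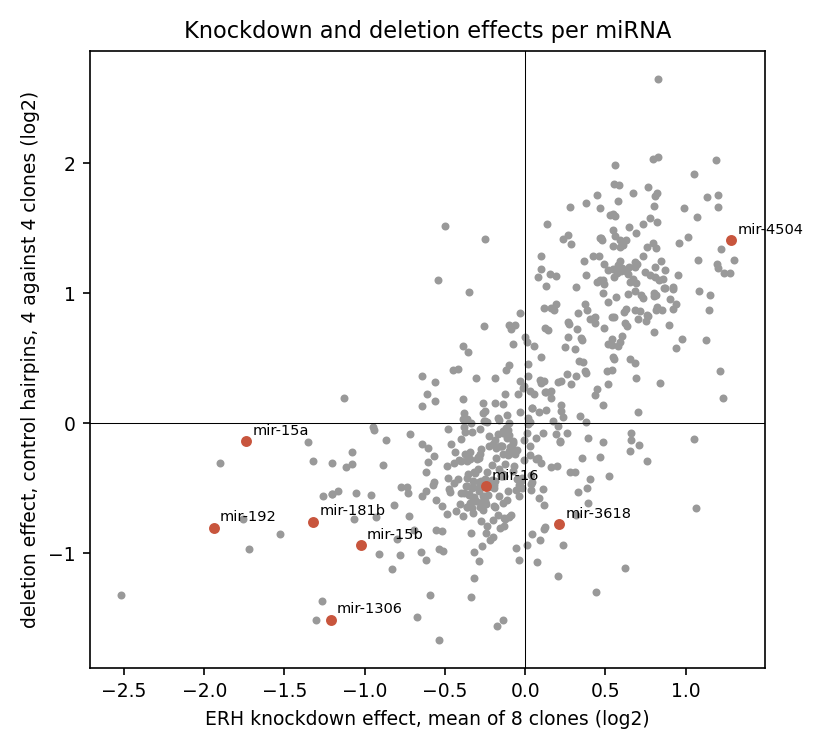
Each point is 1 of 536 miRNAs, with the mean knockdown effect over 8 clones (horizontal, log2) and the deletion effect under control shRNAs (vertical, log2), and 8 miRNAs are named. The effects rise together (r of 0.69), while mir-15a lies far to the left near a deletion effect of 0, and its sign there flips to 0.25 under spike-in scaling.

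The hairpins of mir-15a and mir-16 (chromosome 13, 50048973 to 50049061) lie in 1 primary transcript, as do those of mir-15b (chromosome 3, 160404588 to 160404685) and mir-16 (160404745 to 160404825) in an intron of SMC4. Ratios to the mir-16 row, which both loci feed, need no scaling. Because the row pools both loci, they do not cancel the level of either primary transcript. The log2 ratio of mir-15a to mir-16 under control shRNAs was -6.19 ± 0.47 (SD, n = 4) in wild-type and -5.85 ± 0.21 (SD, n = 4) in deletion clones, a difference of 0.34 within the spread (exact permutation p = 0.314, adjusted p = 0.471). Knockdown changed it by -1.49 ± 0.47 (SD, n = 8), lower in 8 of 8 clones (exact sign-flip permutation p = 0.00781, the smallest possible, adjusted p = 0.0469). The change was -1.20 ± 0.41 (SD, n = 4) in wild-type and -1.78 ± 0.34 (SD, n = 4) in deletion clones, lower in 4 of 4 each. The difference of -0.58 between genotypes did not pass the threshold (exact permutation p = 0.114, adjusted p = 0.274). The log2 ratio of mir-15b to mir-16 under control shRNAs was -4.57 ± 0.26 (SD, n = 4) in wild-type and -5.03 ± 0.21 (SD, n = 4) in deletion clones, a difference of -0.45 (exact permutation p = 0.0571, adjusted p = 0.229). Knockdown changed it by -0.78 ± 0.34 (SD, n = 8), lower in 8 of 8 clones (exact sign-flip permutation p = 0.00781, adjusted p = 0.0469). The change was -0.98 ± 0.37 (SD, n = 4) in wild-type and -0.58 ± 0.17 (SD, n = 4) in deletion clones, lower in 4 of 4 each. The difference of 0.40 did not pass the threshold (exact permutation p = 0.114, adjusted p = 0.274).

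**Figure D3:**
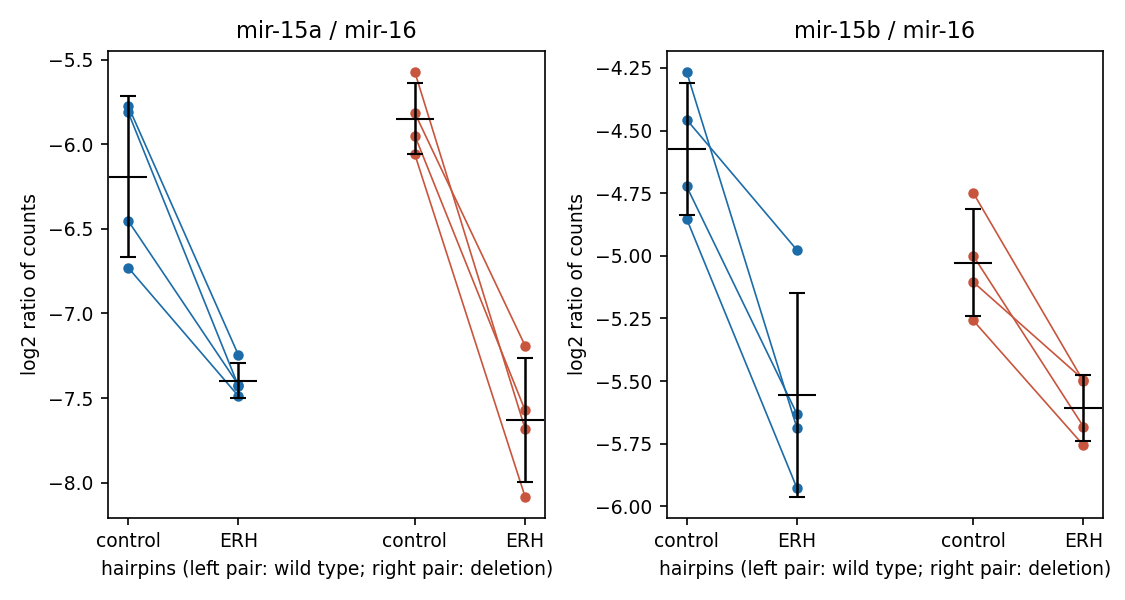
Log2 ratios of mir-15a (left) and mir-15b (right) to mir-16 counts per clone, with lines joining control and ERH shRNAs of a clone, bars for mean and SD of 4 clones, wild type in blue and deletion in red. Every line falls; for mir-15a the deletion clones start at -5.85 on average, no lower than the wild-type clones at -6.19.

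ERH is reported to act on hairpins that have a neighbour in the same transcript. Of 667 miRNAs in the knockdown test, 129 were clustered. Their median log2 fold change was -0.33 against 0.20 for the rest, and 108 of the 129 were lower (camera adjusted p = 7.27e-18 over 4 set tests). Under the deletion with control shRNAs the medians were -0.39 for 106 clustered miRNAs and 0.17 for the rest of 536 (camera adjusted p = 4.72e-09). By fry, which tests a set against no change and not against the other miRNAs, the adjusted p were 7.78e-05 and 0.00413 on the TMM scale. The fry values therefore do not bear on the difference from the rest. The medians are relative to the other miRNAs: under spike-in scaling, which moves all miRNAs of a sum alike, the clustered medians were 0.13 and 0.10, against 0.66 and 0.64 for the rest. On that scale 43 of 129 and 43 of 106 clustered miRNAs were lower. Clusters at 49 places were joined where they shared a row, which left 38. The median knockdown effect was below 0 in 35 of the 38 (92.1%), against 169 of 430 unclustered miRNAs (39.3%). The deletion effect was below 0 in 31 (81.6%), against 186 unclustered miRNAs (43.3%). The list of hairpins that bypass the Microprocessor had 4 tested members. Under the knockdown its median was 0.17, with 0 of 4 lower (camera adjusted p = 0.534, fry adjusted p = 0.270). Under the deletion its median was -0.43, about that of the clustered miRNAs, with 4 of 4 lower (camera adjusted p = 0.137, fry adjusted p = 0.0829), and under spike-in scaling it was 0.021. With 4 members neither shift passed the threshold.

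**Figure D4:**
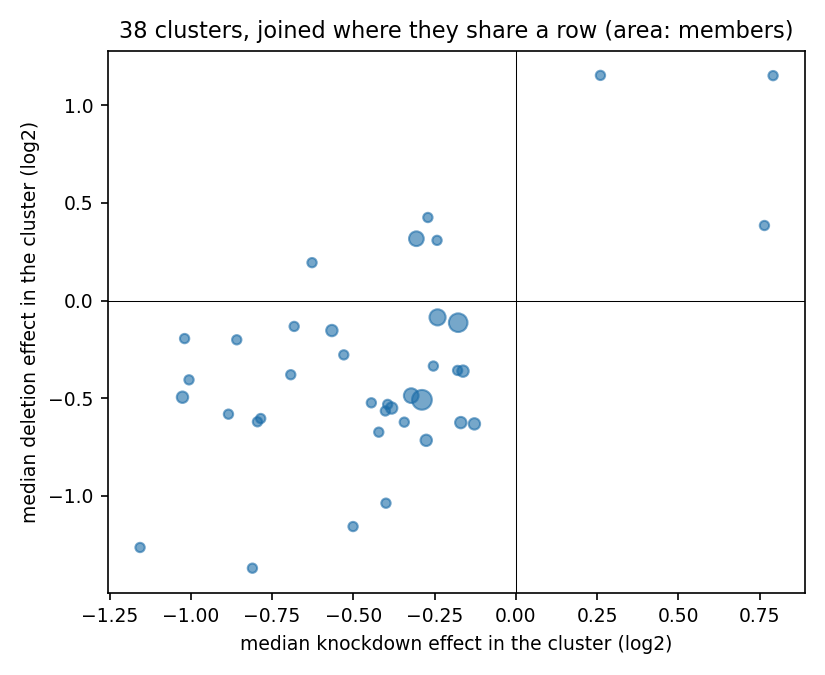
Each point is 1 of 38 clusters of expressed hairpins, joined where they share a row, with the median knockdown effect (horizontal, log2) and the median deletion effect (vertical, log2) of its members and the point's area showing their number. On the TMM scale the knockdown effect is below 0 in 35 clusters and the deletion effect in 31, while spike-in scaling puts the median of clustered miRNAs at 0.13 and 0.10.

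For the fixed list of 9, the knockdown passed the threshold for 6 members over all miRNAs tested and for 7 when adjusted over the list alone. Besides mir-15a these were mir-181b at -1.33, mir-1306 at -1.24, mir-451a at -1.20, mir-15b at -1.04 and mir-16 at -0.26, and mir-181a at -0.26 was added over the list alone. The changes of mir-16 and mir-181a took the opposite sign under spike-in scaling, at 0.21 and 0.20, and under total miRNA scaling, at 0.018 and 0.012. The mir-16 call was also lost without clone 30, 43, 52, 55 or 57, and the mir-1306 and mir-16 calls without the clone block. For the deletion under control shRNAs 4 members passed over all miRNAs and 6 when adjusted over the list alone. The 4 were mir-1306, mir-15b at -0.94, mir-181b at -0.79 and mir-16 at -0.47. None of the 4 passed under spike-in scaling, where mir-16 took the opposite sign at 0.037. The calls of mir-16 and mir-181b were both lost without clone 34, 42, 57 or 67, that of mir-16 also without clone 43 and that of mir-181b without clone 30. For the deletion under ERH shRNAs 0 members passed over all miRNAs and 2 over the list alone. They were mir-1306 at -1.47 and mir-181b at -0.97 (edgeR, list-adjusted p = 0.00256 each). The interaction gave 0 and 1, with mir-15b at 0.71 (edgeR, list-adjusted p = 0.00521). For control shRNA 2 against 1 the counts were 0 over all miRNAs and 2 when adjusted over the list alone. The 2 were mir-15b at -0.36 (edgeR, list-adjusted p = 0.0263) and mir-1306 at 0.43 (edgeR, list-adjusted p = 0.0439). Both rows are also among the knockdown and deletion calls above.

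The size of the knockdown effect in a clone was taken over 314 miRNAs with a mean of at least 100 counts. It is the root mean square of their log2 changes around the clone's median change, so a common shift is removed. The size was 0.83 ± 0.06 (SD, n = 4) in wild-type and 0.53 ± 0.04 (SD, n = 4) in deletion clones. The genotypes did not overlap (exact permutation p = 0.0286, two-sided, the smallest possible). This measure was chosen after the data had been seen. The same measure between the 2 control shRNAs was 0.47 ± 0.09 (SD, n = 4) and 0.49 ± 0.10 (SD, n = 4). These values compare 1 library with 1 library, while the knockdown values compare sums of 2. They are therefore no background for the size of the knockdown effect.

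**Figure D5:**
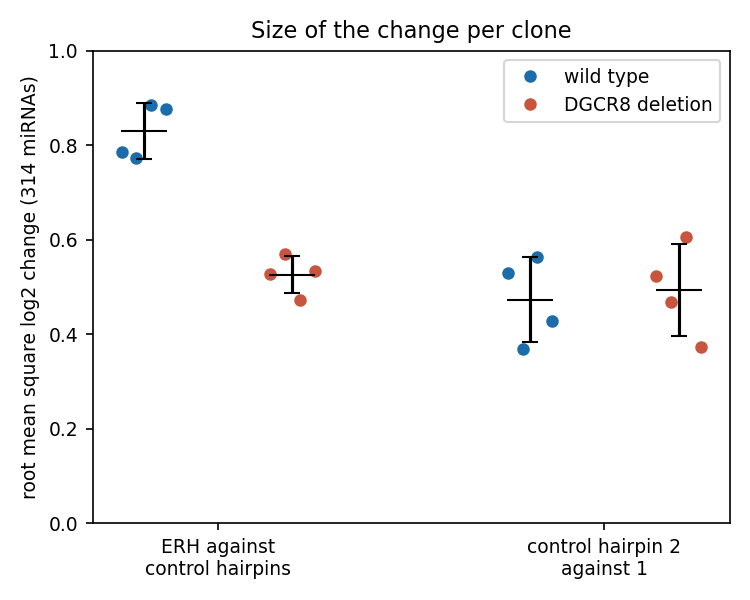
Root mean square log2 change around the clone's median change, per clone over 314 miRNAs, for ERH against control shRNAs (left) and control shRNA 2 against 1 (right), with bars for mean and SD of 4 clones. Wild-type clones lie at 0.77 or above for the knockdown and deletion clones at 0.57 or below.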

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

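The tests on depth, GC content and deviating clones in this part were written before their own results were known, and those on shRNA noise, knockdown strength and the DGCR8 transcript after.

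The knockdown effect per clone was smaller in deletion than in wild-type clones, by -0.30 in root mean square log2 change around the clone's median, with no overlap of the genotypes. After thinning all sums to 1 depth the difference was -0.31 (exact permutation p = 0.0286), which argues against depth. After the GC correction it was -0.24 (exact permutation p = 0.0286), so the GC trend is not the whole cause. Noise between libraries differed by 0.0199 (exact permutation p = 0.771), which argues against noise. A weaker knockdown in the deletion clones stays open, because ERH was not measured here. The mir-15a to mir-16 ratio changed by -0.58 more in deletion than in wild-type clones (exact permutation p = 0.114), and the mir-15b to mir-16 ratio by 0.40 the other way (exact permutation p = 0.114). Among single miRNAs, the lowered ones went both ways. In deletion clones mir-181b (-1.44 against -1.20) and mir-212 (-2.13 against -1.87) fell more, and mir-192 (-1.81 against -2.07), mir-7974 (-1.58 against -2.04), mir-449c (-1.32 against -1.79) and mir-15b (-0.71 against -1.34) fell less. The higher miRNAs named by the rule for the knockdown all rose less in deletion clones. These were mir-4504 (0.81 against 1.82), mir-3187 (1.12 against 1.39), mir-1285 (0.80 against 1.75), mir-3176 (0.69 against 1.89) and mir-3157 (0.87 against 1.61). None of these differences of single miRNAs passed the adjusted threshold of the interaction over all miRNAs. Only mir-15b did when adjusted over the list alone (edgeR, adjusted p = 0.00521). A smaller rise would follow from a weaker knockdown as well as from the genotype, so these miRNAs do not decide. A candidate explanation is that the deletion already brings about part of what the knockdown does; knockdown strength and genotype cannot be told apart.

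The ratio of mir-1306 to mir-3618, both from the DGCR8 transcript, fell more under knockdown in deletion than in wild-type clones, by -0.70 on the log2 scale (exact permutation p = 0.0286). The fall was -1.09 ± 0.24 (SD, n = 4) in wild-type and -1.80 ± 0.43 (SD, n = 4) in deletion clones. The ratio was picked after its values were seen. On the TMM scale the difference came from mir-3618, whose log2 fold change was 0.59 in deletion and -0.16 in wild-type clones, an interaction of 0.82 (edgeR, adjusted p = 0.213). On that scale mir-1306 changed by -1.21 and -1.25, an interaction of 0.11 (edgeR, adjusted p = 0.873). Spike-in scaling moves the median interaction of all miRNAs from -0.004 to -0.41, so the division between the 2 hairpins depends on the scale, while their ratio does not. Over all 8 clones the ratio changed by -1.44 (exact sign-flip permutation p = 0.00781), and under control shRNAs it was lower in deletion clones by -0.74 (exact permutation p = 0.0286). A lower level of the DGCR8 primary transcript would lower both hairpins alike, which these ratios argue against as the whole cause. A shift in maturation or stability of either product stays open, as does a direct effect of the edit on either hairpin. The counts behind the ratio are small, so its precision is limited.

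Single clones lay far from the other 3 of their group in 8 of 124 groups of values, where chance gives about 6.2. In wild-type controls, clone 67 was highest for mir-204 (log2 CPM of 6.19) and mir-3187 (3.61) and lowest for mir-3611 (1.80), and clone 57 was lowest for mir-4504 (1.59). In deletion controls clone 30 was highest for mir-192 (12.17). Under ERH shRNAs wild-type clone 52 was highest for mir-181a (11.69), deletion clone 42 highest for mir-451a (3.43) and deletion clone 30 lowest for mir-7851 (3.60). The deviating values came from 5 clones, at most 3 from 1 clone, which argues against a single deviating clone behind these values. It does not speak to miRNAs at large, where clone 57 lay apart from the other clones on the second principal component. Their number is near what chance gives, and no biological explanation was tested.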

How the results depend on the processing

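Across 392 alternative values of the main results, 337 kept their direction and their side of the threshold, or stayed within 1.5 times of a count. The set differences under other cluster distances, and the mir-15a and mir-15b ratios under knockdown, were among them. The set calls under fry were too, but fry tests a set against no change on the TMM scale, not against the other miRNAs. For ratios the threshold is that of the unadjusted p. Without 1 clone it was 0.0156, the smallest that exact sign flips of 7 clones can give, and adjusted values were not computed there, so the adjusted p of 0.0469 rests on all 8 clones. Spike-in scaling moves both sides of a set difference alike and so tests nothing there. The cause of the changes below was not tested unless stated.

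Scaling by spike-in counts gave 102 miRNAs for the knockdown in deletion clones (85 higher, 17 lower) and 0 fixed-list members for the deletion, where 178 miRNAs had an unadjusted p under 0.05. It reversed mir-16 (0.21), mir-144 (0.15) and mir-181a (0.20) under knockdown, and mir-15a (0.25), mir-16 (0.037), mir-451a (0.35), mir-144 (0.40) and mir-181a (0.025) under the deletion. Scaling by total miRNA counts gave 109 for the knockdown in deletion clones, 29 for the interaction and 2 fixed-list members, and reversed mir-16 (0.018) and mir-181a (0.012) under knockdown and mir-15a (0.23), mir-451a (0.47) and mir-144 (0.40) under the deletion. A common shift of all miRNAs accounts for these signs by construction.

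A mean of at least 100 counts, which tests fewer miRNAs, gave 148 for the knockdown in all clones, 124 in wild-type clones, 76 for the deletion, 2 fixed-list members, 29 for the interaction, 110 for ERH shRNA 2 and 1 for the control shRNAs. It raised the correlation of the ERH shRNAs to 0.89. Without a filter the interaction had 19 calls, the deletion under ERH shRNAs 1, and mir-451a reversed to 0.010. DESeq2 gave 16 for the interaction, 8 for the deletion under ERH shRNAs and 1 for the control shRNAs. Each library as its own sample, which counts a clone more than once, gave 104 for the knockdown in deletion clones, 223 and 55 for the deletion under control and ERH shRNAs, and 52 for the interaction.

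Without the replicate block, which leaves the differences between clones in the error, knockdown gave 37 miRNAs in all clones, 94 in wild-type and 13 in deletion clones. ERH shRNA 2 alone gave 121 in wild-type and 33 in deletion clones and reversed mir-3618 to -0.10. Control shRNA 1 alone reversed mir-15a to 0.034 and mir-451a to 0.30, and control shRNA 2 alone gave 35 for the deletion. All 16 sums in 1 fit gave 3 for the deletion under ERH shRNAs and 0.0028 for mir-451a, whose sign it reversed. Among the alternatives added after the data were seen, summing rows by miRNA number, which tests fewer rows, gave 85 for the deletion. For the interaction the GC correction gave 1, removal of abundant miRNAs 3 and thinning 2, and thinning reversed mir-451a to 0.10.

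Leaving out each clone in turn gave 159 to 230 miRNAs for the knockdown in all clones, 112 to 197 in wild-type and 30 to 119 in deletion clones, and 129 to 209 for ERH shRNA 1. It gave 83 to 129 for the deletion under control shRNAs and 0 to 1 under ERH shRNAs, 0 to 35 for the interaction and 2 to 4 fixed-list members. Under the deletion mir-451a ran from -0.63 to 0.32 and mir-144 from -0.33 to 0.47. The spike-in ratio ran from -0.22 to 0.21 for the deletion, from -0.044 to 0.27 for the knockdown in deletion clones and from -0.39 to 0.036 for the interaction. The mir-15b ratio under ERH shRNAs ran from -0.18 to 0.14.

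For single miRNAs, 715 values were recomputed: 63 lost their call, 12 gained one and 27 reversed. The 20 miRNAs named by the rule reversed in 0 of 391 and lost their call in 31, of which 30 were for the deletion. The arm-specific denominators of the ratios were not run, since rows hold both arms. The rows mir-451a and mir-144, whose deletion effects were near 0 at -0.03 and -0.06, had no stable direction.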

Other observations

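Chosen only after the result was seen were the tests by other splits of the numbers of miRNAs and of the correlation of effects, the 4 technical checks on the numbers of calls, the mir-15a test, the tests on deletion effects by abundance, GC content and miRNA number, the joining of clusters that share a row, and the limit of 1000 on miRNA numbers, which was set on sight of the plot of effects.

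Other splits of the samples were fitted to see how often they gave as many miRNAs. For the knockdown in all clones 1 of 100 splits that exchanged the arms within clones, the real one, gave 244 or more, and the next largest gave 93. The same was seen in 1 of 100 for ERH shRNA 1 and in 1 of 100 for ERH shRNA 2. Within wild-type clones it was 1 of 8 and within deletion clones 1 of 8, where 8 splits cannot give a share under 0.05. For the deletion under control shRNAs 1 of 35 splits gave 139 or more, and the other 34 gave 0. For the deletion under ERH shRNAs 1 of 35 gave 87 or more at an unadjusted p under 0.05, although 0 passed the adjusted threshold. For the interaction 2 of 35 gave 127 or more, and for the control shRNAs 14 of 100 gave 48 or more. The correlation of deletion and knockdown effects was as far from 0 in 1 of 35 splits. The difference of clustered miRNAs was as large in 1 of 100 splits for the knockdown and 1 of 35 for the deletion. For the list that bypasses the Microprocessor it was as large in 26 of 100 and 7 of 35.

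Technical causes of the numbers of calls were weighed for the 2 main comparisons. The knockdown in all clones gave 238 calls after the GC correction, 223 after thinning to 1 depth, 223 without the 10 most abundant miRNAs and 184 after summing rows by number. The deletion under control shRNAs gave 112, 125, 137 and 85 in the same order. The other splits were fitted under the same settings. In each of the 8 cases the real split alone gave as many, 1 of 100 for the knockdown and 1 of 35 for the deletion. The next largest counts were 78, 79, 62 and 74 for the knockdown, and 0, 0, 2 and 0 for the deletion. This argues against each of these as the whole cause of a count, not against a share in it. The GC trend may still contribute to the balance of the deletion: correction moved it from 101 higher and 38 lower to 52 and 60, and 77 of the 112 calls were shared with the uncorrected fit.

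Clustered miRNAs were lower than unclustered ones under both the knockdown and the deletion. They were also more abundant, with a median log2 CPM of 8.74 against 4.48. Within 5 classes of abundance the difference of medians was -0.57 for the knockdown, below 0 in 8 of 8 clones (exact sign-flip permutation p = 0.00781), and -0.52 for the deletion effects, where 1 of 35 splits was as large. Within 5 classes of GC content it was -0.54 for the knockdown (exact sign-flip permutation p = 0.00781) and -0.56 for the deletion effects, again in 1 of 35 splits. With clusters that share a row joined, the share below 0 was 92.1% and 81.6%, above that of unclustered miRNAs (Fisher's exact test across clusters, p = 8.00e-11 and 4.97e-06), so no single large cluster carried it. These p-values set medians of clusters against single miRNAs, which are not independent replicates, and the shares depend on the TMM scale. Rows with a miRNA number above 1000 were seldom clustered (8 of 231) and may include RNA fragments that no Microprocessor cut made. Among the 305 rows with a number of at most 1000 the difference was -0.39 for the knockdown (exact permutation p = 0.00781). For the deletion effects it was -0.29, and 3 of 35 splits were as large. Per-clone medians of levels, which set different miRNAs against each other, gave -0.93 (exact permutation p = 0.0286), so the measures differ. For both comparisons these tests argue against abundance, GC content and single clusters as the whole cause. Rows numbered above 1000 are excluded as the whole cause for the knockdown only. For the deletion they and clustering cannot be told apart, since the spread of the splits is too wide. The mir-548 rows, which mostly rose in both effects, stayed among the rows of at most 1000. Fragments in rows with lower numbers are therefore not excluded for either comparison. A hypothesis left open is that maturation of clustered hairpins leans on ERH and, less firmly, on the removed DGCR8 segment. The 4 hairpins that bypass the Microprocessor do not settle whether this is specific to it. Their median was 0.17 under the knockdown, with 0 of 4 lower, and -0.43 under the deletion, with 4 of 4 lower, and 26 of 100 and 7 of 35 splits were as large.

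The plot of deletion against knockdown effects shows a separate cloud of miRNAs that rose in both. It is not confined to high numbers. The mir-548 rows, numbered below 1000 and so counted with the rest below, also rose in both, except mir-548al and mir-548aw. Rows with a number above 1000 were higher than the rest by 0.50 under knockdown, in 8 of 8 clones (exact sign-flip permutation p = 0.00781). Their median deletion effect was 0.49, against -0.19 for the rest, a gap of 0.67 that 1 of 35 splits reached. Per-clone medians of levels differed by 0.28 (exact permutation p = 0.171), which did not pass the threshold, so the measures differ. Their share of all counts, which needs no scaling, was 1.28% ± 0.21 (SD, n = 4) in wild-type and 1.54% ± 0.16 (SD, n = 4) in deletion clones under control shRNAs, and 1.54% ± 0.27 and 1.78% ± 0.08 (SD, n = 4 each) under ERH shRNAs. It rose under knockdown in 8 of 8 clones (exact sign-flip permutation p = 0.00781), while the genotypes under control shRNAs did not differ past the threshold (exact permutation p = 0.0857). A possible explanation is that such rows hold fragments whose relative share grows when true hairpins mature less. Rows above 1000 were also less abundant, with a median of 9.53 CPM against 125.6 CPM for the rest. The gap was not tested within classes of abundance or GC content, so both stay open as causes. The correlation of the 2 effects did not rest on rows above 1000 alone. Among rows of at most 1000, which include the mir-548 rows, r was 0.63, farther from 0 than in the other 34 splits.

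The case of mir-15a departs from the likeness of the 2 effects, and it is not the only one. Among others, mir-212 changed by -1.90 under knockdown and -0.31 under the deletion, mir-29c by -1.35 and -0.14, and mir-369 by -1.13 and 0.19. Only mir-15a was followed further. If ERH acted on mir-15a only through the removed segment, knockdown in deletion clones would leave the ratio to mir-16 in place. It changed there by -1.78 ± 0.34 (SD, n = 4), in 4 of 4 clones, which argues against this. A hypothesis is that ERH acts on this hairpin by a way that does not need the segment, or that the shortened DGCR8 keeps enough contact. Neither was tested.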
